# MicroRNA Expression in Bovine Cumulus Cells in Relation to Oocyte Quality

**DOI:** 10.3390/ncrna3010012

**Published:** 2017-03-11

**Authors:** Karen Uhde, Helena T. A. van Tol, Tom A. E. Stout, Bernard A. J. Roelen

**Keywords:** microRNA, cumulus cells, oocyte quality

## Abstract

Cumulus cells play an essential role during oocyte maturation and the acquisition of fertilizability and developmental competence. Micro(mi)RNAs can post-transcriptionally regulate mRNA expression, and we hypothesized that miRNA profiles in cumulus cells could serve as an indicator of oocyte quality. Cumulus cell biopsies from cumulus−oocyte−complexes that either yielded a blastocyst or failed to cleave after exposure to sperm cells were analyzed for miRNA expression. On average, 332 miRNA species with more than 10 reads and 240 miRNA species with more than 50 reads were identified in cumulus cells; this included nine previously undescribed microRNAs. The most highly expressed miRNAs in cumulus cells were miR-21, members of the let-7 family and miR-155. However, no repeatable differences in miRNA expression between the cumulus cells from oocytes that became blastocysts versus those from non-cleaved oocytes were identified. Further examination of individual cumulus cell samples showed a wide variability in miRNA expression level. We therefore conclude that miRNA expression in cumulus cells cannot be used as an oocyte quality marker.

## 1. Introduction

Mammalian oocytes acquire the capacity to become fertilized and acquire developmental competence during their final maturation within the ovary. These oocytes originate from female primordial germ cells that proliferated while migrating towards the gonadal ridges and continue to proliferate until gonadal sex differentiation. The cells are classified as oocytes from the moment they stop dividing and enter meiosis [1]. Meiosis in developing oocytes arrests at the first prophase, and depending on the species, this meiotic arrest can be maintained for decades [2]. As early as this time point, the oocyte acquires competence to develop into an embryo after fertilization [3]. The oocyte only resumes meiosis shortly before ovulation, in response to luteinizing hormone stimulation. After the resumption of meiosis and in addition to chromosome segregation, the oocyte needs to redistribute organelles and proteins in a process known as cytoplasmic maturation [4]. For these processes, the oocyte relies on molecules present within the follicular fluid and on intimate contact with the somatic cells that surround the oocyte, known as cumulus cells. Together, they form the cumulus−oocyte−complex (COC). Tightly-regulated communication between the oocyte and surrounding cumulus cells is important at various stages, including oocyte growth, maturation and fertilization [5,6,7]. Exactly how the cumulus cells contribute to the fertilizability and developmental competence of the oocyte, hereafter referred to as oocyte quality, is not known. From in vitro maturation and fertilization experiments, it has however become clear that large differences exist between the quality of oocytes, and it seems likely that cumulus cells are at least partly responsible for the oocyte quality.

Cumulus cells are connected to each other and to the oocyte by direct cell-cell contact. Exchange of small (<1 kDa) molecules, like cyclic adenosine monophosphate (cAMP), is thought to occur through gap junctions [8,9,10], whereas the passage of larger molecules, including RNA, can occur via zonula-adherens-like junctions [11,12]. Communication between the oocyte and cumulus cells is bidirectional [13], with the cumulus cells providing the oocyte with factors and signaling molecules [6], but the oocyte also sending signals to the cumulus cells [9]. If communication between the cumulus cells and the oocyte is disturbed, oocyte quality can be affected, which can in turn compromise subsequent embryo development [14]. Indeed, in vitro maturation of oocytes in the absence of cumulus cells markedly reduces the developmental competence of oocytes [15].

For human in vitro fertilization (IVF) in particular, it would be beneficial if fertilizable and developmentally-competent oocytes could be identified before fertilization, without damaging the oocyte. Oocyte morphology has been demonstrated to be a poor predictor of quality and is rather subjective [16,17]. A molecular marker to predict oocyte quality before fertilization would improve embryo development and pregnancy rates and could be used to reduce the number of surplus embryos produced and the resulting ethical conflict regarding the ultimate fate of these embryos [18]. One useful model animal for human oocyte development is the cow since, like man, it is a mono-ovulatory species; in addition, it has a comparable time course of oogenesis [19,20]. Furthermore, the blastocyst development rate after in vitro fertilization in cattle is ~35%, comparable with that obtained in human IVF programs [21,22]. Not surprisingly, efforts have been undertaken to identify non-invasive quality markers for oocytes, including analysis of gene expression in cumulus cells [23,24,25,26,27] and investigation of the composition of follicular fluid [25,28].

MicroRNAs (miRNAs) are highly conserved, small (21–25 nucleotides in length), non-coding RNAs that can regulate gene expression [29,30]. Via sequence complementarity, the seed sequences of miRNAs can bind to the 3’UTR of target mRNAs and, in combination with an Argonaute family protein, the miRNA can regulate the expression of the target gene by degrading that mRNA or inhibiting its translation. It has been suggested that a single miRNA species can regulate ~100 different target genes [31], enabling a broad level of regulation.

miRNAs are processed from longer transcripts by the RNase III-like enzymes Dicer and Drosha. Genetic deletion of Dicer results in embryonic lethality in mice [32], and when Dicer was specifically deleted in growing oocytes, they failed to cleave after fertilization, indicating the importance of miRNAs to oocyte competence [32]. Apart from expression in oocytes, miRNAs have also been detected in cumulus cells [14,33], and it has been demonstrated that the miRNA expression profiles of both oocyte and cumulus cells change during maturation [33,34,35,36,37]. Identification of differentially-expressed miRNAs in corona radiata cells and the outer cumulus cells from human oocytes indicated a role for these miRNAs in nutritional and regulatory signaling between oocytes and cumulus cells [38].

In this study, we examined the miRNA expression profiles of bovine cumulus cells and compared those from COCs that yielded blastocyst after fertilization versus those that remained non-cleaved after exposure to sperm.

## 2. Results

### 2.1. Comparison of Individual versus Group Culture

In order to identify miRNA species expressed in cumulus cells that could potentially predict quality of the enclosed oocyte, cumulus biopsies were obtained from COCs after in vitro maturation. Subsequent individual fertilization of COCs and individual embryo culture were performed to follow the progression of each oocyte individually and thereby allow correlation of the cumulus miRNA expression profile to oocyte quality, retrospectively. First, to analyze whether individual embryo culture affected the efficiency of blastocyst formation, embryos were cultured either individually, but with shared culture medium, or in groups of 30–50. The percentages of oocytes that cleaved or developed into blastocysts were similar for the two culture conditions (Table 1), demonstrating the validity of the single embryo culture system.

### 2.2. Sequencing of miRNAs in Cumulus Cells

In order to determine whether the miRNA expression profiles of cumulus biopsies from COCs that contained fertilizable and developmentally-competent oocytes (i.e., yielded a blastocyst) differed from those that contained oocytes of poor quality, cells were harvested for small RNA sequencing. After COCs had been matured, a biopsy of the cumulus cells was obtained, and the COCs were cultured individually for fertilization and embryo development.

Cumulus cells surrounding an oocyte that (1) developed into a blastocyst or (2) failed to cleave after exposure to sperm were pooled to ensure sufficient amounts of RNA (each pooled sample contained cumulus cells from 10 to 16 individual COCs). 

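Cumulus cells are the somatic cells that surround the oocyte in the cumulus-oocyte complex (COC) and derive from the granulosa of the follicle. Pieces of cumulus were taken after 23 h of in vitro maturation and pooled by the fate of the oocyte they had enclosed, with 10 to 16 COCs in a pool. Counts of 6 small RNA libraries were analyzed here, 3 from pools around oocytes that did not cleave after exposure to sperm and 3 from pools around oocytes that became blastocysts. The samples are named by the letters in the deposited column names, in which A, B and C are not-cleaved samples and D, E and F are blastocyst samples. Adapters were ligated to the RNA, libraries were amplified by PCR, and fragments in the size range of miRNAs were then selected. The authors deposited whole-number counts without normalization. The deposited table has 1055 entries, of which 890 are mature miRNAs of miRBase, each at a precursor locus, and 165 are putative miRNAs. The 890 entries name 791 different mature miRNAs, because a mature miRNA with several precursors has an entry for each, and 629 of the entries had at least 1 count. Library totals were 7865111 counts in Sample A, 2776256 in Sample B and 4277291 in Sample C, with a median of 4277291. They were 8139237 in Sample D, 3551009 in Sample E and 3720317 in Sample F, with a median of 3720317. The mean was 5.05 M counts (SD 2.33 M, n = 6 libraries). CPM are counts divided by the library total in M. Totals did not separate the groups (two-sided exact permutation test, p = 0.9, where the smallest p that 3 libraries against 3 allow is 0.1). Counts were scaled by TMM factors, and differences were tested with edgeR's quasi-likelihood test over the 358 entries that passed its expression filter, which hold 99.99% of all counts. Whether the pools of a group came from separate days or herds is not given in the sources used here, so p-values measure the spread between these pools. PCR copies were not marked by molecular identifiers, and intervals on shares therefore cover counting error only.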

Three pooled samples of cumulus cells harvested from oocytes that did not cleave (referred to as A, B and C) and three pooled samples of cumulus cells that had enclosed oocytes that developed into blastocysts (D, E and F) were sequenced for small RNAs; they yielded an average of 14 million reads (Figure 1).

miRNAs were identified according to entries in miRBase Release 20. 

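The deepest libraries, Samples A and D, gave the most miRBase entries above either count. More than 10 counts were found for 373 entries in Sample A, 333 in Sample B, 332 in Sample C, 368 in Sample D, 324 in Sample E and 330 in Sample F, a mean of 343.3 (SD 21.3, n = 6). More than 50 counts were found for 272, 235, 230, 277, 226 and 229 entries in the same order, a mean of 244.8 (SD 23.2, n = 6). With the entries of a mature miRNA merged, the means were 304.0 and 217.5. When every library was thinned to the total of Sample B, the shallowest, the means were 309.8 (SD 11.5) and 215.5 (SD 9.89). Sample B then had the most entries, 333 above 10 counts against 302 to 307 in the others and 235 above 50 counts against 208 to 215, and Samples A and D no longer stood out.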

A mean of 332 miRNA species had more than 10 reads (Figure 2, blue bars), while 240 miRNA species had more than 50 reads per sample (Figure 2, red bars). The majority of the miRNAs were present in all samples; of the miRNA species identified, 276 with more than 10 counts and 205 with more than 50 counts were present in all samples. 

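miRNAs shared by all 6 libraries included miR-21-5p, miR-155 and every let-7 entry of high abundance, while the listed miRNAs of blood cells and of early embryonic cells had at most 33 counts in a library. Of the 403 miRBase entries with more than 10 counts in any library, 279 (69.2%) had more than 10 in all 6, and of the 294 with more than 50 in any library, 207 (70.4%) had more than 50 in all 6. In a list of blood cell miRNAs, miR-144 and miR-223, a miRNA of myeloid cells, had 0 counts in every library, which allows up to 3 counts, or 0.369 to 1.08 CPM by library. miR-451, the erythrocyte miRNA, had 5 counts in Sample D, 1 in Sample E and 0 in the others, and miR-486 reached 20 counts in Sample D and 10 in Sample B. None of the 7 blood cell entries passed the expression filter. Of the 6 entries of the embryo and germ cell list, miR-302d and miR-367 had 0 counts in every library. In that list miR-371 had 33 counts in Sample A, 29 in Sample E, 8 in Sample F, 1 in Sample B and 0 in Samples C and D, with both groups represented on either side.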

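The number of miRBase entries with more than 10 counts was 346 ± 23.4 (SD, n = 3) in not-cleaved samples and 340.7 ± 23.9 (SD, n = 3) in blastocyst samples (two-sided exact permutation test, p = 0.5). With more than 50 counts, the numbers were 245.7 ± 22.9 (SD, n = 3) and 244 ± 28.6 (SD, n = 3), and the exact test gave p = 0.8. The sign of the difference rests on single libraries. The difference of blastocyst minus not-cleaved was -5.33 entries above 10 counts, but it was 8.17 without Sample A, 3 without Sample E, 0 without Sample F and -19 without Sample D. Above 50 counts it was -1.67 with all libraries, 11.5 without Sample A, 7.33 without Sample E, 5.83 without Sample F and -18.2 without Sample D. The exact p lay between 0.4 and 1 over these leave-one-out differences, and 3 samples against 3 cannot give a p below 0.1.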

No repeatable differences in the numbers of miRNAs identified were present between the two types of sample (Figure 2).

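Among the abundant miRNAs of cumulus cells, miR-30d was at 17336 ± 2319 CPM (SD, n = 3) in not-cleaved and 15314 ± 2179 (SD, n = 3) in blastocyst samples. miR-202, a miRNA of the gonads, was at 7748 ± 1127 and 6344 ± 360.0. miR-148a was at 8046 ± 1733 and 8184 ± 2931. miR-10b, from a HOX cluster, was at 10888 ± 1052 and 13139 ± 609.6, with every blastocyst sample above every not-cleaved sample (two-sided exact permutation test on the share of counts, p = 0.1, the smallest p possible). The 20 miRNAs of the paper's Table 2, chosen by the study on these samples, took 87.6% to 91.4% of the counts of a library. Their 26 entries in the count table had 5 point estimates higher and 21 lower in blastocyst samples (camera, adjusted p = 0.124, and adjusted p = 0.720 with an estimated correlation). With upper-quartile factors, which move the median log2 fold change of all tested entries from -0.02 to 0.32, all 26 had higher point estimates but their median stayed 0.08 below that of all entries, and with library totals alone the median of all was -0.13. The camera test for these 26 gave an adjusted p of 0.00502 without Sample E and 0.0373 without Sample B, and with an estimated correlation an adjusted p of 0.408 and 0.650. Without Sample D, 12 entries were higher and 14 lower. The mean Pearson correlation of a library with the other 5, across miRNAs, which are not independent replicates, was 0.929 for Sample E, 0.953 for Sample B and 0.958 to 0.967 for the others. Libraries of different groups were no farther apart than libraries of the same group. The mean distance between groups minus that within groups was -1.13 on the log2 scale (one-sided exact permutation test, p = 0.8). Its sign turned without Sample D (1.12, exact p = 0.2) and without Sample F (0.42, exact p = 0.5).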

In short, cumulus cells harvested from the COCs of oocytes that failed to cleave after exposure to sperm and those that yielded a blastocyst showed a similar expression of miRNAs. Of all of the identified miRNAs, miR-21-5p was the most abundant (>2,000,000 reads, Table 2), but the number of reads was similar between the two groups. 

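miR-21-5p, a miRNA with proposed anti-apoptotic action in granulosa cells, alone took 48.5% of the counts in Sample A, 39.7% in Sample B and 48.1% in Sample C. In blastocyst samples it took 61.5% in Sample D, 47.7% in Sample E and 55.04% in Sample F. The means were 45.4% ± 4.96 (SD, n = 3) and 54.7% ± 6.88 (SD, n = 3). The groups overlapped, and a two-sided exact permutation test of the difference gave p = 0.3. Wilson 95% intervals were narrow at this depth, for example 39.66% to 39.77% in Sample B. The log2 fold change of miR-21-5p was 0.35 (SE 0.24, adjusted p = 0.993 from edgeR's quasi-likelihood test). It ran from 0.20 (without Sample B) to 0.49 (without Sample C) with a library left out, and it was 0.68 with upper-quartile factors, which moved the median of all entries to 0.32.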

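Members of the let-7 family restrain growth and pluripotency genes and share a seed, apart from let-7a-3p, which the list of the family also holds. The family took 27.1% ± 3.51 (SD, n = 3) of the counts in not-cleaved samples and 21.1% ± 4.73 (SD, n = 3) in blastocyst samples (two-sided exact permutation test, p = 0.2). Sample B was highest at 30.9% and Sample D lowest at 16.5%. The difference of -6.01 points was -3.70 without Sample D and -8.43 without Sample E. With miR-21-5p out of the denominator the family took 49.6% and 46.3%, a difference of -3.31 points. That is a smaller difference on a larger base, so the points are not on the same scale. At least part of the difference thus goes with the larger share of miR-21-5p. let-7f, the most abundant member, took 9.18% ± 1.55 and 6.88% ± 1.19, and let-7a-5p took 4.47% ± 0.353 and 3.58% ± 1.48. miR-155, a miRNA best known from immune cells, took 4.59% ± 0.187 and 3.38% ± 1.40, with a log2 fold change of -0.36 (SE 0.28). It was -0.17 without Sample D and -0.72 without Sample E (edgeR unadjusted p = 0.00673). Without Sample E the lowest adjusted p of all entries in edgeR was 0.583. Sample E had the highest share of miR-155 of all libraries, 4.98%. miR-99a-5p took 2.49% ± 0.335 and 2.37% ± 0.532, with a log2 fold change of -0.00 (SE 0.24). The lowest count of miR-99a-5p in any library was 59445, and that of miR-155 was 102336. Upper-quartile factors gave 0.10 for miR-155 and 0.40 for miR-99a-5p, where the median of all entries was 0.32. They put 12 of the 13 let-7 entries above 0, while the median of the family stayed 0.14 below that of all entries.

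**Figure D1:**
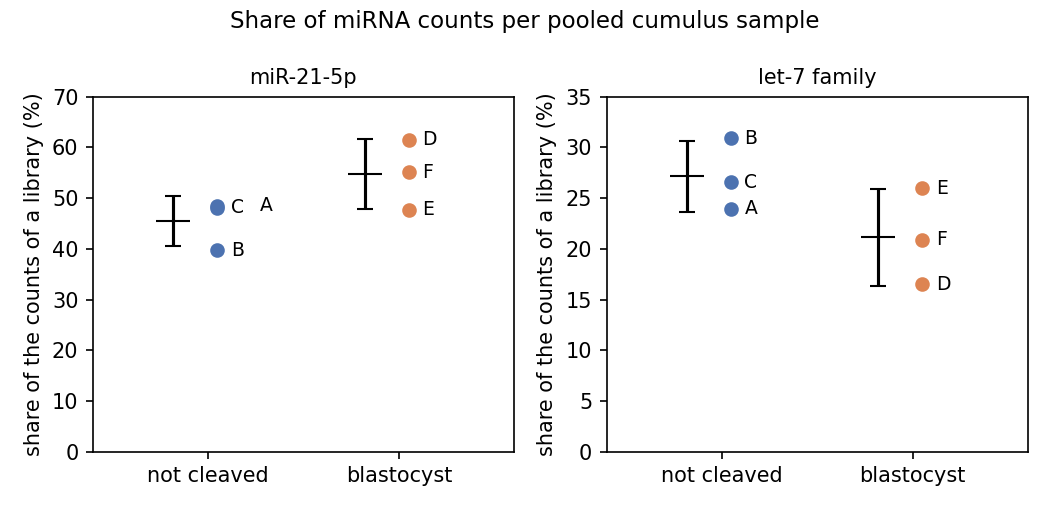
Share of the counts of a library (%, vertical axis from 0) taken by miR-21-5p (left) and by the let-7 family (right) in not-cleaved Samples A, B and C and blastocyst Samples D, E and F. Each point is a pooled sample, and bars show the mean and SD of 3 samples. miR-21-5p runs from 39.7% in Sample B to 61.5% in Sample D, and the let-7 family from 16.5% in Sample D to 30.9% in Sample B.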

Different members of the let-7 family, miR-155 and miR-99a-5p also gave more than 100,000 reads in each group (Table 2).

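No single miRNA differed past the threshold between the 2 fates. The lowest unadjusted p belonged to miR-101, a repressor of the histone methyltransferase EZH2, miR-1, a miRNA of striated muscle, and miR-221, which targets the cell cycle inhibitor p27. An entry of miR-101 was at 1055 ± 68.5 TMM-scaled CPM (SD, n = 3) in not-cleaved and 1519 ± 184 (SD, n = 3) in blastocyst samples, a log2 fold change of 0.53 (SE 0.16). miR-1 was at 2.23 ± 0.312 and 11.3 ± 10.5, with 23.4 in Sample D alone, a log2 fold change of 2.37 (SE 0.73), and 1.27 without Sample D. miR-221 was at 552.5 ± 62.9 and 367.1 ± 36.9, a log2 fold change of -0.59 (SE 0.18). Each had an adjusted p of 0.993 in edgeR's quasi-likelihood test, the lowest of all. Of the 358 entries tested, 0 passed an adjusted p of 0.05 with edgeR and 10 had an unadjusted p under 0.05. DESeq2 also called 0, with 7 at an unadjusted p under 0.05, and edgeR's exact test called 0, with 4. The authors' deposited table gives 0 of 381 entries an FDR value under 0.05. The groups did not overlap for 34 entries (9.50%), where chance gives 10%. In counts simulated from these libraries, with 200 of the 358 entries changed in a run, the test recovered 29.2% of 2-fold, 79.1% of 4-fold and 94.7% of 8-fold changes. Most changes of 2-fold or less would thus go uncalled with 3 pools a group. Where fewer entries change, the adjustment is stricter, and the simulation set no library apart. Recovery in these data could therefore be lower at every fold.
Some lists of miRNAs, fixed before the deposited values were examined, had point estimates on the same side of 0. The counts of several let-7 members in the paper's Table 2 had been seen by then. All 13 let-7 entries, of 10 mature miRNAs, had lower point estimates in blastocyst samples (median log2 fold change -0.24), and 16 of 17 entries of the DLK1-DIO3 cluster, an imprinted region whose miRNAs are expressed from the maternal chromosome, had higher ones (median 0.46). In that cluster the most abundant members had log2 fold changes of 0.50 (miR-379, SE 0.33), 0.11 (miR-411a, SE 0.71), 0.47 (miR-493, SE 0.30) and 0.46 (miR-127, SE 0.30), and the lower member, miR-494, had one of -0.88 (SE 0.86). The hypoxia and stress list, with miR-210 (0.22, SE 0.15) and the p53-responsive miR-34a (0.80, SE 0.37), had 5 of 5 higher. In all 3 lists 0 entries passed when adjusted over the list alone. Camera with its preset correlation gave an adjusted p of 0.00387 for let-7, 0.00161 for DLK1-DIO3 and 0.0334 for hypoxia and stress. With an estimated correlation these were adjusted p = 0.575, adjusted p = 0.413 and adjusted p = 0.413, and none of the 15 lists tested passed. Fry gave an adjusted p of 0.627 for let-7, 0.513 for DLK1-DIO3 and 0.476 for hypoxia and stress, and its lowest over all lists was 0.426. The let-7 call ended without Sample D (7 higher and 6 lower, adjusted p = 0.930) and without Sample C (adjusted p = 0.0987), and with upper-quartile factors (adjusted p = 0.0756), where the median of let-7 was 0.14 below that of all entries although 12 of 13 lay above 0. The DLK1-DIO3 call ended without Sample A (0.0675), without Sample F (0.119) and with upper-quartile factors (0.0512), and the hypoxia call ended without any of Samples B, C, D, E or F (adjusted p 0.0591 to 0.241) and with upper-quartile factors (0.0682). Relative to the median of all entries, the let-7 median was -0.21 (SD over its members 0.11), -0.15 (SD 0.11) without Sample C, 0.06 (SD 0.18) without Sample D and -0.40 (SD 0.11) without Sample E. The DLK1-DIO3 median was 0.48 (SD 0.56), and it was 0.46 (SD 0.57) with upper-quartile factors, 0.36 without Sample A (SD 0.66) or F (SD 0.52) and 0.69 (SD 0.93) without Sample C. That of the hypoxia list was 0.25 (SD 0.26), and it was 0.26 with upper-quartile factors, 0.21 to 0.29 without Sample C, D, E or F, 0.07 without Sample B and 0.41 without Sample A, where the call stayed (adjusted p = 0.0189, and 0.544 with an estimated correlation). Over all settings the camera adjusted p with the preset correlation ran from 0.000134 to 0.930 for let-7, from 6.47e-05 to 0.119 for DLK1-DIO3 and from 0.0189 to 0.289 for hypoxia and stress. With an estimated correlation it ran from 0.408 to 0.937 for let-7 and from 0.322 to 0.783 for each of the other 2 lists. The paper states that the pooled samples varied strongly and that differences between the groups were not repeatable.

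**Figure D2:**
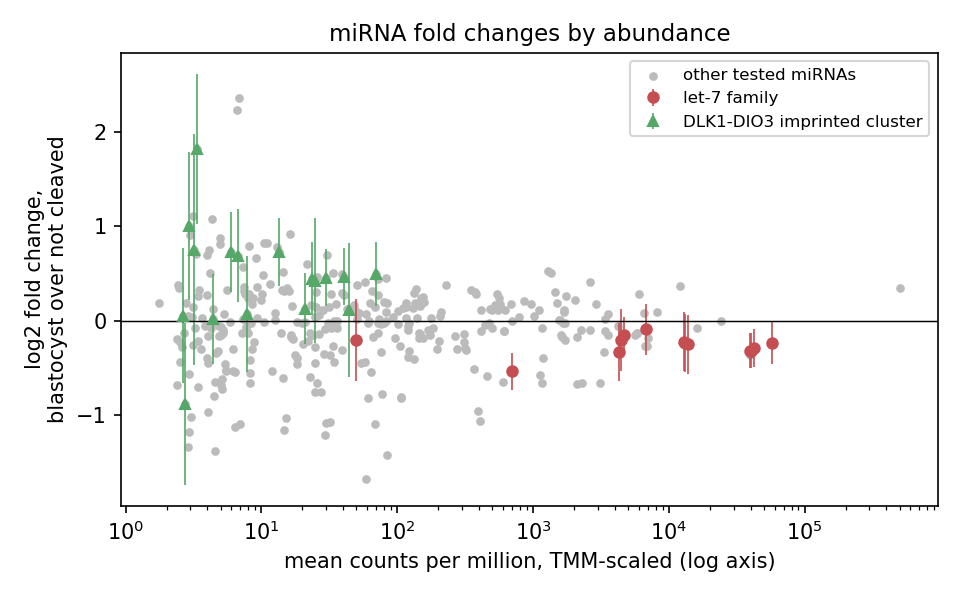
Log2 fold change of blastocyst over not-cleaved samples (vertical axis) against the mean TMM-scaled CPM (horizontal log axis) of the 358 tested entries. The 13 let-7 entries (circles) and 17 entries of the DLK1-DIO3 cluster (triangles) are drawn with their standard errors. All let-7 entries lie below 0 and 16 of the 17 cluster entries above 0 with TMM factors. With upper-quartile factors 12 of the 13 let-7 entries lie above 0 and their median lies 0.14 below that of all entries.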

When comparing the miRNAs expressed in cumulus cells from around an oocyte that developed into a blastocyst after fertilization with those surrounding an oocyte that had not cleaved, a high variability between the different pooled samples and no repeatable differences between the groups were observed (Figure 3). Samples A and B (cumulus cells enclosing oocytes that did not cleave after exposure to sperm) and Samples F and D (cumulus cells surrounding oocytes that developed into blastocysts) grouped together after hierarchical clustering. By contrast, Samples C (cumulus cells enclosing oocytes that did not cleave) and E (cumulus cells surrounding oocytes that developed into blastocysts) exhibited a markedly different miRNA expression profile; this was also apparent after principal component analysis (Figure 4). 

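Over the 50 miRNAs of the heat map, whose deposited log2 values equal log2 CPM, Sample A joined Sample F first (Euclidean distance 5.13, average linkage) and Sample C joined Sample D (5.74). These pairs each hold a not-cleaved and a blastocyst sample. The pairs joined at 6.89, Sample B joined them at 15.3 and Sample E last at 18.6. Complete linkage gave the same order. Over all 358 tested entries, Sample C joined Sample F (14.5) and Sample A joined Sample D (14.5), again across the groups, and Samples B (20.7) and E (26.3) joined last.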

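Samples B and E each had a small set of miRNAs far from the other samples. Whether these sets account for the distance of Samples B and E from the others was not tested. In Sample E, 14 entries of 13 miRNAs were more than 3 log2 units below the median of the other samples, a median of -4.72. They include miR-1839 (172 counts in Sample E against a median of 16249 in the others), miR-423-5p (532 against 15390), miR-151-3p (327 against 12200), miR-29a (160 against 5073), a repressor of collagen genes, and miR-342 (20 against 963). Together they took 0.0659% of the counts in Sample E and 1.56% to 1.96% in the other samples. In Sample B, 8 entries of 5 miRNAs were more than 3 log2 units high (median 4.32). They are both entries of miR-2887 (393.7 TMM-scaled CPM in Sample B against 13.7 in Sample D for its second entry), miR-2411-3p, miR-2332, the 3 entries of miR-2904 and a putative miRNA, put-79. The same entries were high in Sample E, with a median of 3.19 over the others when Sample B was left out. Among them, those of miR-2887 and miR-2904 are miRBase entries described as overlapping other non-coding RNAs. On the first 2 principal components of these 50 miRNAs, in linear CPM centred and scaled, Sample B had scores of 9.32 and -1.56 and Sample E of 0.00 and 7.62, and Samples A, C, D and F lay between -3.41 and -1.60 on the first component. Samples B and E held 81.7% of the summed squared scores. This share was 53.3% over all tested entries, where Samples B and D lay farthest out. No test was run on these scores.

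**Figure D3:**
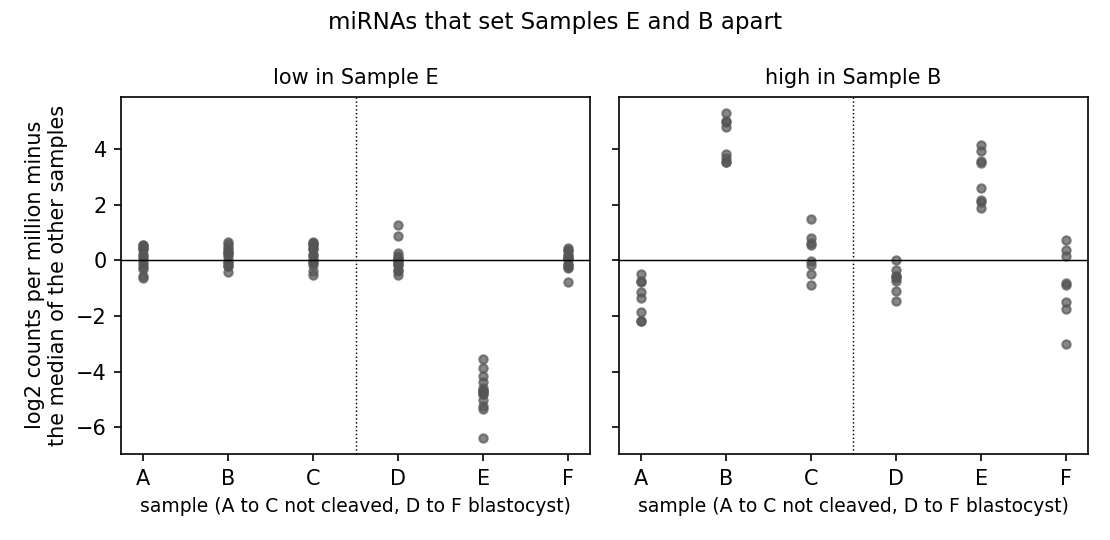
Log2 CPM minus the median of the other samples (vertical axis) for the miRNA entries low in Sample E (left, 14 entries) and high in Sample B (right, 8 entries), by sample. Each point is an entry in a sample. On the left Sample E lies at a median of -4.72, and on the right Sample B lies at a median of 4.32.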

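The spread within a group was of the same order in both fates. Over the 257 entries with a mean of at least 50 counts, the median coefficient of variation of TMM-scaled CPM was 20.2% in the 3 not-cleaved samples and 22.8% in the 3 blastocyst samples. It exceeded 50% for 22 and 37 of these entries. miR-130a, the least variable of them, was at 96.1, 84.8, 95.0, 89.2, 96.7 and 97.2 TMM-scaled CPM in Samples A to F, with a coefficient of variation over all 6 samples of 5.41%. The putative miRNA put-79, at 257.1 in Sample B and 0.828 in Sample F, had one of 170.9%, and miR-2411-3p, miR-2887 and miR-2904 had values of 131.1% to 153.5%. Without Samples B and E the medians were 16.1% and 16.9%, from 2 samples each. Medians from 2 samples tend to be lower than from 3 at the same spread, so the drop cannot be assigned to Samples B and E. The common biological coefficient of variation fitted by edgeR was 0.483 over all libraries, 0.477 without Sample B, 0.422 without Sample E and 0.361 without both. The median standard error of a log2 fold change was 0.36.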

In general, within the tested groups, the expression of miRNAs was variable, which presumably contributed to the absence of differences in the expression profiles between the groups.

### 2.3. Quantitative Real-Time Reverse Transcription-PCR (qRT-PCR) from Pooled Cumulus Complex Samples

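The heat map miRNAs taken on to pooled qRT-PCR were chosen by the study on these samples. miR-342 was at 216.2 ± 52.0 TMM-scaled CPM (SD, n = 3) in not-cleaved and 174.9 ± 187.7 (SD, n = 3) in blastocyst samples, with 376.8 in Sample D and 5.66 in Sample E. Its log2 fold change was -0.30 (SE 1.08), and it was 0.27 without Sample E and -1.54 without Sample D. miR-424-3p, of an X-linked cluster, was at 35.1 ± 14.0 and 43.3 ± 19.8, a log2 fold change of 0.30 (SE 0.49). It was 0.01 without Sample B, 0.02 without Sample E and 0.64 without Sample D, and -0.29 with Samples B and E left out, a setting chosen after the data were seen. miR-2478 was at 29.7 ± 13.6 and 32.9 ± 16.6, a log2 fold change of 0.14 (SE 0.54), and it was -0.14 without Sample C, -0.11 without Sample E, -0.04 without Sample F, 0.51 without Sample D and 0.56 without Sample A. The adjusted p was 0.993 for each in edgeR's quasi-likelihood test. miR-2478 is among the miRBase entries described as overlapping other non-coding RNAs.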

Although miRNA expression did not differ significantly between the two groups, expression of miRNAs for which the abundance appeared to differ according to the heat map (Figure 3) was further examined by qRT-PCR. The selected miRNAs had low or moderate total reads at sequencing, and to compensate for the anticipated low expression levels, pooled samples of cumulus cells from individually-cultured COCs were analyzed. The expression of miR-214, miR-424 and 2284ab was below the level of detection by qRT-PCR, and indeed, the read numbers for these miRNAs were around or below 100 (Table 3). 

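miR-214, whose host transcript lies at the DNM3 gene, had 35, 33 and 30 counts in Samples A, B and C and 119, 22 and 13 in Samples D, E and F. miR-424-5p had 27, 26 and 34 counts in the not-cleaved samples and 113, 20 and 16 in the blastocyst samples, and miR-2284ab, of a ruminant family, had 32, 20 and 41 against 70, 12 and 13. The blastocyst means of miR-214 and miR-424-5p rest on Sample D. Log2 fold changes were 0.25 (SE 0.63) for miR-214, 0.36 (SE 0.62) for miR-424-5p and -0.30 (SE 0.59) for miR-2284ab, each with an adjusted p of 0.993 from edgeR's quasi-likelihood test. Without Sample D they were -0.56 for miR-214 and -0.37 for miR-424-5p, and miR-214 was at -0.03 without Sample A, while without Sample F they were 0.61 and 0.66. That of miR-2284ab was 0.14 without Sample C, -0.06 without Sample E and -0.94 without Sample D.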

For miR-342, miR-2478 and miR424-3p, expression levels (Table 3) were similar in the cumulus cells surrounding an oocyte that gave rise to a blastocyst to those in cumulus cells around oocytes that did not cleave (Figure 5).

### 2.4. qRT-PCR from Individual Cumulus Complex Samples

For both the sequencing and the initial qRT-PCR analysis, pooled samples of cumulus cells from individually-cultured COCs were used. However, since oocyte quality is likely to be dependent on many different factors acting at different times and on different pathways, pooling of the samples might obscure miRNAs that are involved in regulating oocyte competence. Therefore, expression levels of candidate miRNAs were determined using qRT-PCR in cumulus cells from individual COCs. The selection of miRNAs examined was based on the sequencing results; four of the selected miRNAs had been highly expressed and showed a moderate difference in expression between ‘non-cleaved’ COCs and COCs that gave rise to a blastocyst, namely let-7g, let-7i, miR-222 and miR-218. 

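These miRNAs were selected by the study on the same samples. let-7g was at 46386 ± 5087 TMM-scaled CPM (SD, n = 3) in not-cleaved and 37990 ± 7681 (SD, n = 3) in blastocyst samples, a log2 fold change of -0.29 (SE 0.20), which was -0.15 without Sample D and -0.45 without Sample E. let-7i was at 61730 ± 9380 and 52390 ± 11362, a log2 fold change of -0.24 (SE 0.22), which was -0.08 without Sample F, -0.13 without Sample C and -0.40 without Sample E. miR-222, which with miR-221 targets cell cycle inhibitors, was at 431.3 ± 94.4 and 303.5 ± 70.0, a log2 fold change of -0.51 (SE 0.26), and -0.32 without Sample C or D. miR-218, encoded within SLIT genes, has a pair of entries, and the first was at 522.8 ± 69.6 and 270.1 ± 212.9, a log2 fold change of -0.95 (SE 0.83). Its count was 86 in Sample E against 1411 to 4546 in the others, and without Sample E the log2 fold change was -0.41. At both entries of miR-218 every blastocyst sample lay below every not-cleaved sample, which chance gives for 10% of entries. The adjusted p was 0.993 for each in edgeR's quasi-likelihood test. With upper-quartile factors the estimates for let-7g and let-7i were 0.12 and 0.16, below the median of 0.32 that all entries then had. In the miR-221/222 list, 1 of 2 entries, miR-221, had an adjusted p under 0.05 (0.0286, unadjusted 0.0143) when adjusted over the list alone. It did not pass with upper-quartile factors (list-alone adjusted p = 0.813), with edgeR's exact test (0.195), with DESeq2 (0.0609) or without any of Samples B, C, D and F (0.0598 to 0.134). The fold stayed about as large there, at -0.59 with the exact test, -0.58 with DESeq2 and -0.61 to -0.50 without those samples, and relative to the median of all entries it was -0.53 with upper-quartile factors and -0.57 with TMM factors. The standard error with edgeR was 0.33 with upper-quartile factors and 0.20 to 0.23 without those samples, against 0.18. It is computed from the fold and the test's own statistic, so it is no separate evidence on the lost calls. DESeq2 fits a standard error of its own, 0.27, which is another measure.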

For all four miRNAs, a high variability in miRNA expression between the twelve individual samples within a group was observed (Figure 6).

Finally, analysis of the sequencing data indicated 178 novel putative miRNAs. 

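The deposited count table holds 165 entries of putative miRNAs, of which 32 had at least 1 count in any library and 133 had none. Together they took 0.0708% to 0.126% of the counts of a library. put-45, the most abundant, held 0.0555% of all counts. Where an entry had no count, the depth allows up to 3 counts in a library.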

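Of the 32 putative miRNAs with any count, 9 had a mean above 10 counts over the 6 libraries, and they are the 9 of the paper's Table 4. put-45 (CCGUGCCUACUGAGCUGAAACAC) had a mean of 2806 counts, from 1461 in Sample B to 4601 in Sample A. put-129 (UGCAAGCAACACUCUGUGGCA) had a mean of 486.7 and put-53 (UAUACUCUGAUUGGUUCAUUAUGA) of 331.7. put-79 (AUGGUCAUUACCAAGGCUUU) had a mean of 206.2, of which Sample B gave 843 counts, Sample E 275 and Sample F 3. put-168 and put-44 have the same sequence (UCAAAGUGAAUUUGGAGGUUCU), with means of 81.7 and 81.2 counts that differed by at most 2 counts in a library. The paper's Table 4 gives them overlapping positions on the same chromosome, so their counts do not stand for separate loci. put-82, put-156 and put-25 had means of 21.3, 12.2 and 11 counts.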

Not all of these miRNAs were detected in the cumulus cell samples; however, nine novel miRNA species were detected with a mean of >10 reads, indicating that the miRNAs are indeed generated and expressed (Table 4). However, the expression levels of these novel miRNAs did not differ between the non-cleaved and blastocyst groups.

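By group, put-45 was at 2775 ± 1632 counts (SD, n = 3) in not-cleaved and 2838 ± 1396 (SD, n = 3) in blastocyst samples, and put-129 was at 517.3 ± 127.8 and 456 ± 175.9. put-53 was at 373.3 ± 24.8 and 290 ± 111.5. put-79 was at 304.3 ± 466.5 and 108 ± 146.2, a spread that comes from Samples B and E. Log2 fold changes after TMM scaling were 0.12 (SE 0.21) for put-45, -0.27 (SE 0.34) for put-129, -0.34 (SE 0.52) for put-53 and -1.68 (SE 1.84) for put-79, each with an adjusted p of 0.993 from edgeR's quasi-likelihood test. Of the 9 entries, chosen by the study on these samples and with the shared sequence of put-168 and put-44 in both, 1 point estimate was higher and 8 were lower in blastocyst samples (camera, adjusted p = 0.196, and adjusted p = 0.575 with an estimated correlation), and 5 were higher without Sample B. With upper-quartile factors 6 were higher, while their median was 0.19 below that of all entries. None passed when adjusted over the list alone (lowest 0.727).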

## 3. Discussion

In this study, the miRNA expression profiles of cumulus cells from developmentally-competent COCs were compared with those from around oocytes did not cleave after exposure to sperm. As far as we know, this is the first study to examine whether cumulus cell miRNA expression can be used to predict the quality of oocyte before fertilization. In our study, samples of cumulus cells from individually-fertilized and cultured COCs were used and retrospectively assigned to post-fertilization developmental competence groups.

For identification of miRNAs expressed in cumulus cells, next generation sequencing was used. From both groups, three pooled samples of cumulus cells, each consisting of cells from around 10 COCs, were analyzed. Cumulus cells surrounding an oocyte that did not cleave after sperm exposure or developed into a blastocyst were chosen, to have the two most different stages to see a change in miRNA expression. However, no specific miRNA species were identified that could be correlated to oocyte quality, suggesting that miRNA expression in cumulus cells is not predictive of oocyte quality. Since our aim was to identify competent oocytes before fertilization, we decided to compare miRNA expression patterns in cumulus cells that did not cleave after exposure to sperm, versus those that developed into a blastocyst after exposure to sperm. This did not allow us to distinguish between those oocytes that were fertilizable and those that were not. For the identification of cumulus markers that would predict embryo developmental competence, comparison between cells originating from embryos that remained at the two-cell stage versus those that become a blastocyst would be useful, but this would always require fertilization and the generation of embryos. Oocyte fertilizability and developmental competence are dependent on various factors, and pooling of the cumulus pieces might have obscured any influence of individual miRNAs. In this respect, we further showed that the expression levels of several selected miRNAs varied greatly between cumulus complexes from individual COCs; at least for these miRNAs, the variation in expression was similar for competent and incompetent COCs. Oocytes from slaughterhouse ovaries were used in this study, which represent a heterogeneous population. Possibly, a more homogeneous oocyte population, for example originating from one breed, would reveal specific miRNAs. Our data indicate however that these could not be used as markers in a heterogeneous population, such as the human population.

A study of human oocytes reported a change in expression level between the germinal vesicle and the metaphase II stage for 15 of 722 miRNAs expressed during maturation [37], suggesting specific roles during maturation and early embryo development. It would be interesting to determine which miRNA expression levels change the most in bovine cumulus cell complexes during maturation. On a similar note, the difference in miRNA expression patterns between outer cumulus and inner cumulus, i.e., the cells furthest from or closest to the oocyte, might shed more light on the function of miRNA in cumulus cells.

Our sequencing results showed that miR-21-5p is the most abundant miRNA in bovine cumulus cells, followed by various members of the let-7 family and miR-155. In human cumulus cells, members of the let-7 family and miR-21 are also the most abundant miRNAs; however, their functions remain unclear [14]. An anti-apoptotic effect was proposed for miR-21 in mouse granulosa cells; however, it was not clear how this effect was achieved, because no change in apoptotic protein expression was observed after miR-21 knockdown [39]. A relatively low expression of miR-21 was detected in bovine oocytes, but the expression increased dramatically during early embryonic development [36]; similarly, a 25-fold increase in miR-21 expression was reported in pig cumulus cells during maturation [40]. A potential target of miR-21 is programmed cell death protein 4 (PDCD4), and interaction between miR-21 and PDCD4 has been reported in pig oocytes [40]. Whether miR-21 has a similar function in bovine cumulus cells remains to be determined.

Analyzing miRNA expression in oocytes and cumulus cells using a PCR array showed a negative fold change of miR-155 expression between bovine oocytes and cumulus cells, indicating higher expression in cumulus cells than in oocytes. Interestingly, this fold change increased during maturation, indicating that either the expression levels in the cumulus cells decreased or the level in the oocyte increased, or both [33]. miR-155 was also found to be abundantly expressed in exosomes recovered from bovine follicular fluid, and the expression level was higher in fluid from follicles that contained a growing oocyte compared to those with a fully-grown oocyte [41]. Based on the high expression levels of miR-155 in cumulus cells, it seems likely that this miRNA is produced by the cumulus cells themselves, although it cannot be excluded that cumulus cells take up miR-155 from the follicular fluid.

High expression levels of various let-7 family members have been reported in cumulus cells; among the most abundant let-7 family members were let-7f, let-7i and let-7g. Let-7 was also abundant in human and mouse cumulus cells [42]. Interestingly, let-7 miRNAs are negatively associated with pluripotency [43], although they are highly expressed in oocytes [35,44]. This indicates a high degree of tissue specificity of miRNA expression and underlines the likelihood that they are involved in regulating different processes at specific time points.

Although target prediction methodologies are improving, computational prediction of miRNA targets needs to be experimentally validated since predicted target sequences can give rise to false positives. In this respect, examination of candidate gene expression after overexpressing or downregulation of miRNAs appears essential, preferentially combined with a demonstration of an interaction between the miRNA and its target mRNA, for instance using luciferase reporter constructs [45].

Overall, the results of this study suggest that the quality of an oocyte within a COC before fertilization cannot be predicted by the miRNA expression palette of the cumulus cells. However, the high and dynamically changing expression levels of various miRNA species suggest that they are important for cumulus cell function. Whether cumulus cell miRNAs are transported into the oocyte remains to be investigated. The identification of novel miRNAs expressed by cumulus cells emphasizes that much remains to be discovered about these regulatory molecules.

## 4. Materials and Methods

All chemicals were purchased from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise indicated.

### 4.1. Collection of Cumulus−Oocyte−Complexes, In Vitro Maturation and Fertilization

Cumulus−oocyte−complexes were collected and cultured as described previously [46]. COCs were matured for 23 h in groups of 60–70 in NaHCO_3_-buffered M199 (Gibco BRL, Paisley, U.K.) supplemented with 10% fetal bovine serum, 1% penicillin-streptomycin (Gibco BRL) and 0.05 IU follicle stimulating hormone/mL (Organon, Oss, The Netherlands) at 39 °C in a humidified atmosphere of 5% CO_2_-in-air. After maturation, small pieces of the cumulus complexes were retrieved using a narrow-bore Pasteur pipette. These cell clumps were transferred to lysis buffer (Exiqon, Vedbaek, Denmark) containing 10 µL/mL β-mercaptoethanol, labelled and stored at −80 °C until further use. Subsequent individual fertilization and embryo culture enabled retrospective linking of the cumulus pieces to the quality of the oocyte that they had enclosed.

In vitro fertilization was performed as described previously [47]. In short, Percoll-washed sperm cells from a bull of proven fertility were added to fertilization medium supplemented with 1.8 IU/mL heparin, 20 µM d-penicillamine, 10 µM hypotaurine and 1 µM epinephrine at a final concentration of 1 × 10^6^ sperm cells/mL. Terasaki microwell plates (Nalge Nunc International, Rochester, NY, USA) were used to allow single oocyte fertilization, and one oocyte per well was incubated in 10 µL of fertilization medium and covered with light mineral oil (Irvine Scientific, Santa Ana, CA, USA). After 18–22 h at 39 °C in a humidified atmosphere containing 5% CO_2_ and 7% O_2_, presumptive zygotes from single oocyte fertilization were denuded by repeated aspiration through a narrow pipette; presumptive zygotes from group culture were denuded by vortexing for 3 min; all denuded zygotes were transferred to synthetic oviductal fluid (SOF) for further culture [46]. On day 5 of culture, cleaved embryos were transferred to a new well containing fresh SOF and cultured until day 8.

### 4.2. RNA Isolation

Total RNA was isolated using the miCURY RNA isolation kit (Exiqon), according to the manufacturer’s protocol. In short, samples were lysed with 350 µL lysis buffer containing 10 µL/mL β-mercaptoethanol and shearing stress was applied by aspiration through a 23-gauge needle, followed by the addition of 200 µL 100% ethanol. The samples were loaded onto the columns provided, washed by centrifugation, and the RNA was eluted using 50 µL elution buffer.

An additional concentration step was performed on cumulus cell samples from individual COCs. To do this, the RNeasy MinElute Cleanup Kit (Qiagen, Hilden, Germany) was used, and the RNA was isolated as per the manufacturer’s instructions. In brief, 350 µL RLT buffer and 675 µL 100% ethanol were added to 100 µL of sample. This solution was transferred to an RNeasy MinElute spin column, and after three centrifugation and washing steps, the RNA was eluted using 17 µL RNase-free water.

### 4.3. Library Preparation and Next Generation Sequencing

Library preparation and next generation sequencing was performed by Exiqon. The concentration of total RNA from pooled cumulus samples (10–16 COCs) varied between 10 and 20 ng/µL. To obtain a minimum of 100 ng total RNA, 45 µL of each sample were converted into miRNA next generation sequencing libraries using a NEBNEXT kit (New England Biolabs, Ipswich, MA, USA) as per the manufacturer’s instructions. Adaptors were ligated to the ends of the sequences, and libraries were generated using 3′ and 5′ rapid amplification of cDNA ends (RACE)-like protocols. Libraries were purified after 15-cycle pre-PCR using QiaQuick columns (Qiagen) and size fractioned on a LabChip XT (Caliper, Hopkinton, MA, USA). Bands representing 15–40-bp fragments were excised with an automated gel cutter, evaluated using a Bioanalyzer DNA 2100 chip and quantified by qPCR. Samples were normalized and pooled in equimolar concentrations [48] and sequenced using v3 sequencing (Illumina Next Seq 500 system, San Diego, CA, USA). Eight-level quality score-binning was used, enabling a more compact storage of raw sequences [49].

The miRNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus database and are accessible through Geo series Accession Number GSE94771.

### 4.4. First-Strand Synthesis and qRT-PCR

The universal cDNA synthesis kit II (Exiqon) was used to perform first-strand synthesis, with 10 µL template RNA in a total volume of 20 µL as per the manufacturer’s instructions. Samples were incubated for 1 h at 42 °C followed by 5 min at 95 °C and then immediately cooled on ice.

PCR was performed in a total volume of 15 µL with 1 µL cDNA, 1.5 µL locked nucleic acid (LNA) primer pair (Exiqon) and 7.5 µL PCR master mix (Bio-Rad, Hercules, CA, USA). Quantitative real-time PCR was performed using a CFX Connect™ Real-Time PCR detection system (Bio-Rad). The program started with 10 min at 95 °C followed by 40 cycles each of 10 s at 95 °C and 60 s at 60 °C. Melting curves were plotted after each cycle series.

A standard curve of a 3-fold dilution series was obtained by plotting the log of the starting amount against the cycle threshold value of the dilution series. Different potential reference miRNAs were tested, and in accordance with GeNorm guidelines [50], the three small RNAs with the most stable M-value were considered optimal and adequate for normalization (Appendix A: Figure A1). The geometric means of expression for the reference miRNAs miR-26a, miR-191 and let-7a were used for normalization of the target miRNAs.

### 4.5. Statistical Analysis

Comparisons between culture conditions and the resulting cleavage and blastocyst production rates were performed using Student’s *t*-tests. Threshold cycle (Ct)-values of possible reference miRNAs were analyzed using GeNorm [50].

## Figures and Tables

**Figure 1:**
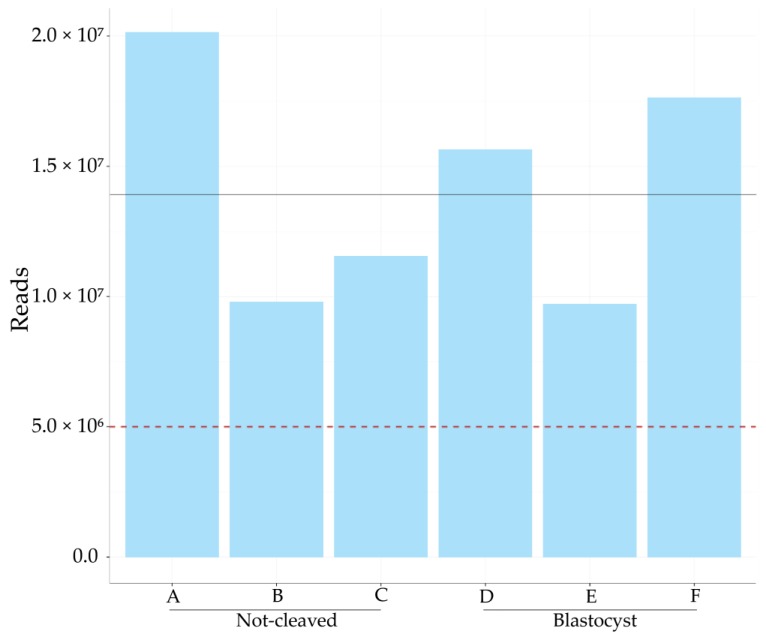
Total number of micro RNA (miRNA) reads in each sample. The total number of miRNA sized reads for each sample of cumulus cells pooled from 10 to 16 bovine cumulus–oocyte complexes; on average, 14 million reads were obtained per sample, as indicated by the black line. The red dotted line marks five million reads, the amount considered sufficient for meaningful analysis. A, B, C = cumulus pieces surrounding oocytes that failed to cleave after exposure to sperm; D, E, F = cumulus pieces surrounding oocytes that developed into a blastocyst after fertilization.

**Figure 2:**
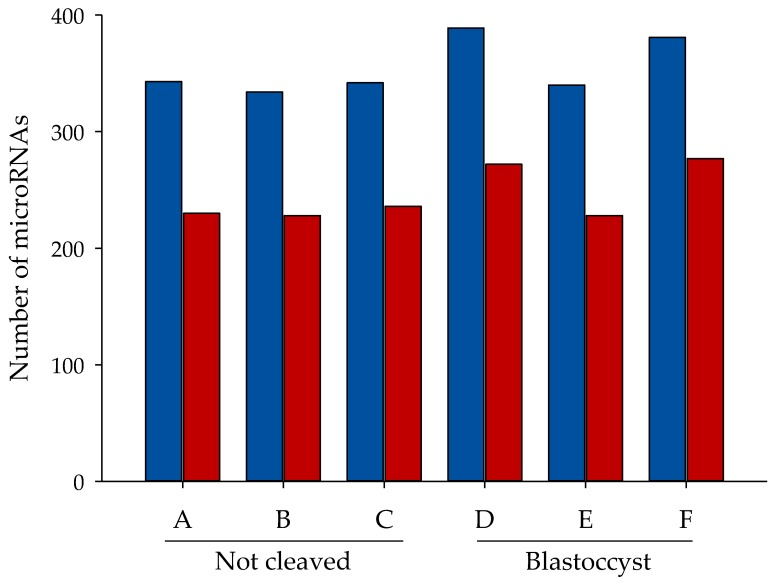
Number of miRNA reads. Number of known miRNAs with more than a given number of mapped reads: >0, but <50 reads per sample for blue bars and >50 per sample for red bars. A, B, C = cumulus pieces surrounding oocytes that failed to cleave after exposure to sperm; D, E, F = cumulus pieces surrounding oocytes that developed into blastocysts after fertilization.

**Figure 3:**
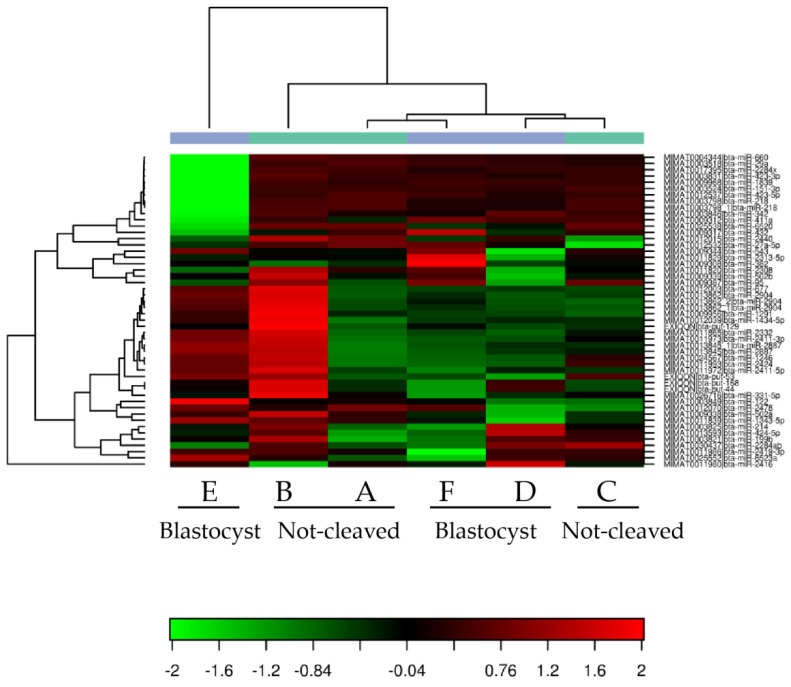
Heat map of the tested cumulus cell samples. Heat map and unsupervised hierarchical clustering by sample and miRNA. The clustering was performed on all samples and on the top 50 miRNAs with the highest % CV based on TPM (transcripts per million) normalized reads. A, B, C = cumulus pieces surrounding oocytes that failed to cleave after exposure to sperm; D, E, F = cumulus pieces surrounding oocytes that developed into blastocysts after fertilization.

**Figure 4:**
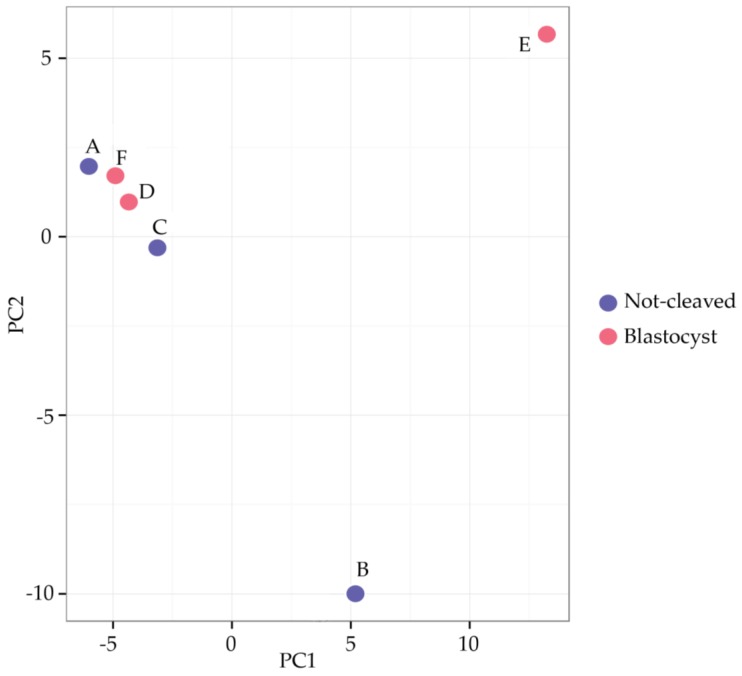
Principal component analysis (PCA) plot. The PCA was performed using the 50 miRNAs that had the largest variation across all samples. The features have been shifted to be zero centered (i.e., the mean value across samples was shifted to zero) and scaled to have unit variance (i.e., variance across samples was scaled to one) before the analysis. The groups do not cluster, not least because Samples B and E differ greatly from the rest for the primary component and from each other for the secondary component. Red circles = cumulus pieces surrounding oocytes that failed to cleave after exposure to sperm; blue circles = cumulus pieces surrounding oocytes that developed into blastocysts after fertilization.

**Figure 5:**
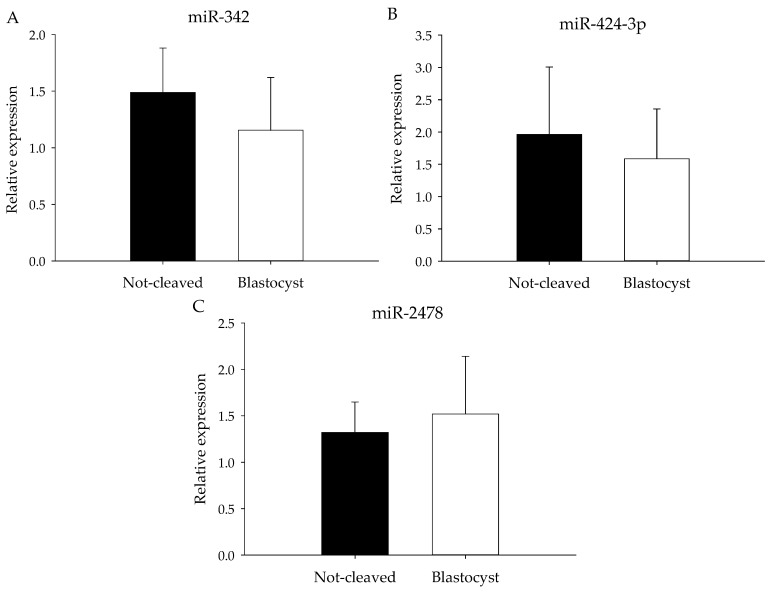
miRNA expression of pooled cumulus cell samples. Mean miRNA expression (qRT-PCR) for (**A**) miR-342, (**B**) miR-424-3p and (**C**) miR-2478 in pooled cumulus cell samples enclosing oocytes that failed to cleave (black bars) or that developed into blastocysts (white bars) after exposure to sperm. All samples were normalized for let-7a, miR-26a and miR-191 expression.

**Figure 6:**
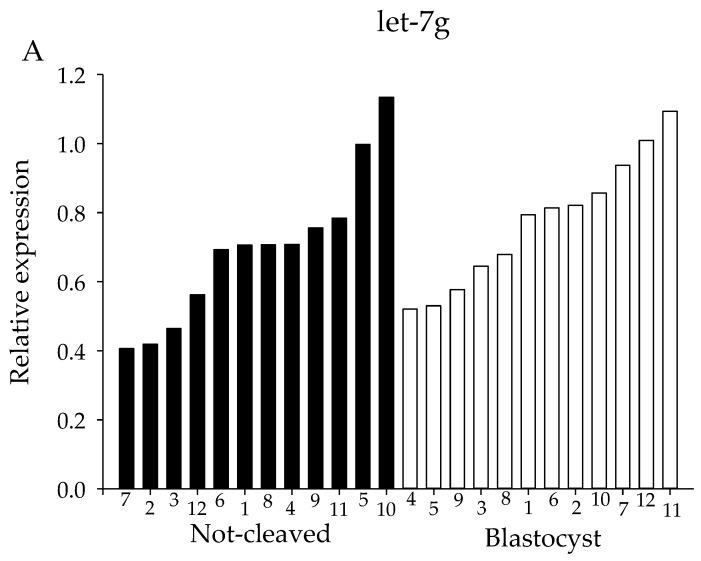

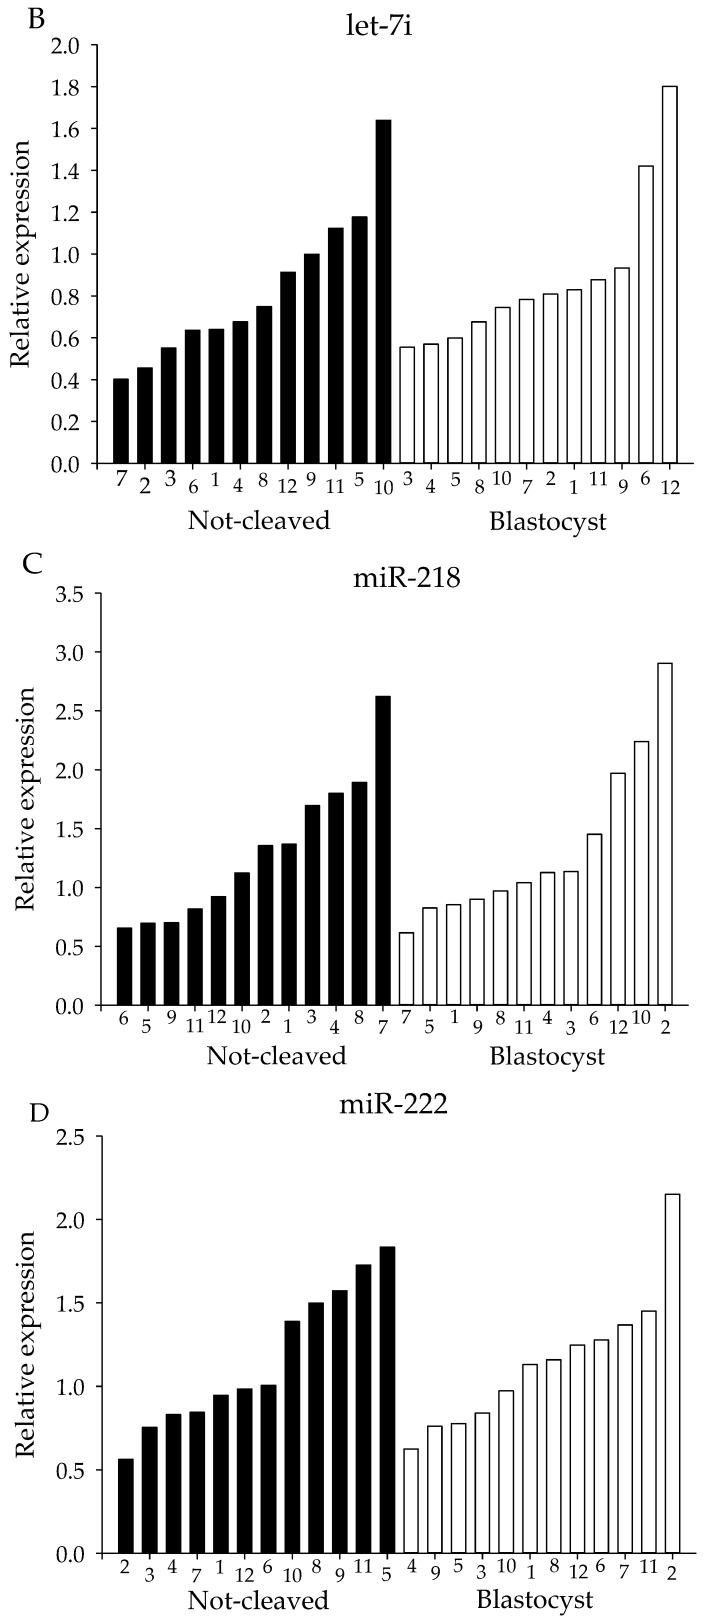
miRNA expression of individual miRNA samples. miRNA expression for cumulus cells from individual COCs. Expression levels of (**A**) let-7g, (**B**) let-7i, (**C**) miR-218 and (**D**) miR-222 as determined by qRT-PCR. X-axes depict individual cumulus complex samples from COCs that had enclosed an oocyte that either failed to cleave (black bars) or developed into a blastocyst (white bars) after exposure to sperm. All samples were normalized for expression of let-7a, miR-26a and miR-191.

**Table 1:** Comparison of group and individual embryo culture. Comparison of cleavage and further development of bovine cumulus−oocyte−complexes (COCs)/zygotes cultured in groups or individually.

			Day 5			Day 8
**Culture type**		Total	Not–cleaved	2 to 8	>8	Blastocyst
Group	n	481	121	207	153	129
	%		25.2	43	31.8	26.8
Individual	n	188	35	86	67	53
	%		18.6	45.7	35.6	28.2

**Table 2:** Most abundantly-expressed microRNAs (miRNA).

miRNA	Counts NC	Counts Blast
bta-miR-21-5p	2,324,236	2,915,237
bta-let-7f	431,569	335,113
bta-let-7i	302,000	256,981
bta-let-7g	228,393	177,529
bta-miR-155	225,179	158,161
bta-let-7a-5p	217,033	158,238
bta-miR-99a-5p	129,482	112,348
bta-miR-30d	85,620	75,966
bta-miR-26a	73,820	56,991
bta-miR-320a	59,660	53,015
bta-miR-92a	55,108	47,255
bta-miR-10b	54,473	66,439
bta-miR-202	38,887	32,030
bta-miR-148a	38,574	40,607
bta-let-7b	36,653	29,117
bta-miR-532	34,632	32,815
bta-miR-99b	29,386	31,287
bta-let-7e	25,088	20,497
bta-miR-125a	22,159	20,436
bta-let-7c	23,668	17,542

The list of the 20 most abundantly-expressed miRNAs in bovine cumulus cells. NC = cumulus pieces enclosing oocytes that failed to cleave after exposure to sperm; Blast = cumulus pieces enclosing oocytes that developed into a blastocyst after fertilization.

**Table 3:** Sequencing counts of chosen miRNAs.

miRNA	Not-cleaved			Blastocyst		
	A	B	C	D	E	F
bta–miR–214	35	33	30	119	22	13
bta–miR–218	4,546	1,451	2,198	3,004	86	1,411
bta–miR–222	3,228	1,175	2,090	1,724	1,291	1,151
bta–miR–342	1,267	802	963	2,856	20	515
bta–miR–424–3p	354	62	166	159	208	181
bta–miR–424–5p	27	26	34	113	20	16
bta–miR–2284ab	32	20	41	70	12	13
bta–miR–2478	357	92	66	105	154	150
bta–let–7i	428,545	199,640	277,815	396,881	225,420	148,643
bta–let–7g	332,160	154,890	198,131	237,141	163,940	131,506

Sequence counts for miRNAs examined further. Not cleaved = cumulus pieces surrounding oocytes that failed to cleave (Samples A, B, C); Blastocyst = cumulus pieces surrounding oocytes that developed into blastocysts after fertilization (Samples D, E, F).

**Table 4:** Novel expressed miRNAs, predicted and expressed miRNAs identified from read data based on read count and secondary structure according to the miRPara (miRNA prediction software tool) classification score. The description of chromosomal location is shown with Chr (chromosome), start and stop.

Name	Chr	START	STOP	SEQUENCE
bta-put-45	chr7	12981779	12981801	CCGUGCCUACUGAGCUGAAACAC
bta-put-129	chr21	69641635	69641655	UGCAAGCAACACUCUGUGGCA
bta-put-53	chr7	53516556	53516579	UAUACUCUGAUUGGUUCAUUAUGA
bta-put-79	chr29	1067001	1067020	AUGGUCAUUACCAAGGCUUU
bta-put-168	chr7	5206807	5206828	UCAAAGUGAAUUUGGAGGUUCU
bta-put-44	chr7	5206802	5206823	UCAAAGUGAAUUUGGAGGUUCU
bta-put-82	chr29	41693966	41693989	GAUCCGCGUAAUGUACGGAGGUAG
bta-put-156	chr5	103546363	103546386	GGACCUCAGUUCCAAACCUCUGCC
bta-put-25	chr5	104238656	104238676	AUGUGGACCCAGGGAGCUGGG

**Figure A1:**
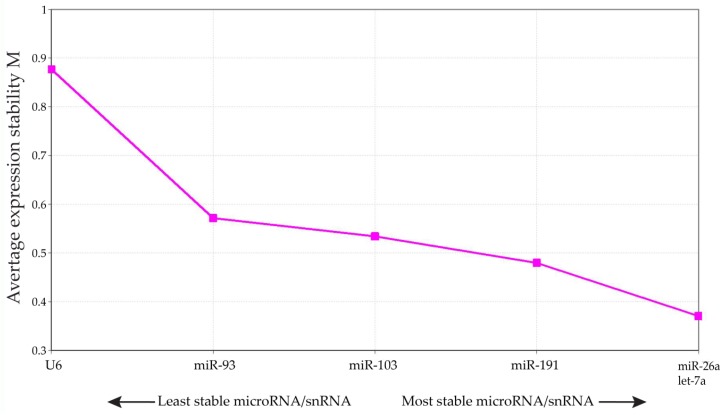
Average expression stability of different mi/snRNAs. Average expression stability (M) of miRNAs/snRNA in bovine cumulus cells. The three miRNAs with the lowest M-values were selected for qRT-PCR normalization.

How the deposited data were processed for this re-analysis (not part of the article)

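Small RNA libraries from 6 pools of bovine cumulus cells were measured, 3 around oocytes that did not cleave and 3 around oocytes that became blastocysts, with 10 to 16 COCs per pool after 23 h of maturation. The authors sequenced the libraries on an Illumina NextSeq instrument, identified miRNAs by miRBase, and deposited whole-number counts per entry without normalization. The aligner, the counting tool and the genome build are not given in the sources used here. The deposited log2 values of 50 miRNAs equal the log2 of CPM of the library's total, with no pseudocount, and these are the 50 with the highest coefficient of variation among the entries with more than 10 counts in every library. The authors' deposited comparison of the groups holds a log2 fold change, a p-value and an FDR value for 381 entries and the mean count of each group as whole-number scores, and names no test. It was used for description only: 3 entries had a raw p-value under 0.05, 379 had an FDR value of 1, and the lowest FDR value was 0.487, shared by the 2 entries of miR-1 (log2 fold changes of 2.35 and 2.22 in the authors' deposited table). Sample letters and groups come from the column names. They were not tied to single sample labels, which carry other numbers.
Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Entries were filtered by edgeR's filterByExpr by group, which kept 358 of 1055, scaled by TMM and tested by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The standard error given with the quasi-likelihood test is the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM used a prior count of 2. Lists of miRNAs, 21 in number, were fixed before the data were examined, and the 15 with at least 3 tested members were tested by camera with a preset correlation of 0.01 and with an estimated one, and by fry. The other lists had no list test. In every list the p-values of tested entries were also adjusted over the list alone. The shares of counts, the numbers of miRNAs and the distances between libraries were compared by exact permutation tests, in which 3 samples against 3 have 10 splits and cannot reach a p below 0.1. Wilson intervals at 95% were given for shares in single libraries. Deviations of a library were taken from the median of the other 5 for the 257 entries with a mean of at least 50 counts.
miRNAs that could be named in the text, not all of which are, were those the paper names in its text and Tables 2, 3 and 4, whose values there had been seen; the 10 of lowest unadjusted p, since none passed the threshold; the 10 of highest mean CPM; the 10 of highest coefficient of variation; the 10 that deviate most in each library standing apart; and up to 4 members of each list, those of highest mean CPM. miR-130a, miR-494, miR-423-3p, miR-1248, miR-664b, miR-1842, miR-29b, miR-129, miR-103, miR-93, let-7a-3p and the members of the blood cell and embryo lists were named after their values were seen. Mature miRNAs with several precursors have several entries (59 miRNAs with 158 entries). Only 5 of 259 pairs of their values with at least 20 counts together were identical (median difference 4.17% of the sum). How reads were shared or divided between such entries was not tested, so their counts are uncertain.
Library totals ran from 2776256 to 8139237 counts, 2.93 times apart. The test was tried on simulated counts for the 358 entries, drawn from these libraries in 10 runs with 200 changed entries each. Of its calls there, 1.89% were false. That share depends on how many entries were changed and does not carry over to data with fewer changes or with libraries set apart. Alternatives fixed beforehand were DESeq2, upper-quartile factors, library totals alone, leaving out miR-21-5p, other filters, edgeR's exact test, merged entries, thinned counts and leaving out each library in turn. Gene names and neighbours of miRNA precursors were taken from a RefSeq gene table of assembly ARS-UCD2.0, and its start positions were used only to find precursors within 10 kb of each other. The qRT-PCR measurements of the paper were not analysed here.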

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

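All tests of explanations in this part were chosen after the results were seen. 4 miRNAs that the heat map does not show were far below the other samples in Sample E, a blastocyst sample, and this drew attention to them. miR-335 was at -5.24 log2 units from the median of the other samples (5 counts against a median of 369), miR-2285aa at -4.80 (2 counts against 118), miR-1842 at -3.53 (9 counts against 122) and miR-6528 at -5.02 (1 count against 86).
They belong to the 14 entries low in Sample E, with a median 26.3-fold below the other samples. The fate of the oocyte was argued against, because Samples D and F, the other blastocyst samples, differed from Samples A, B and C by a median of -0.10 over these entries. Low depth was argued against as well, since Sample B, the shallowest library, was at a median of 0.00 against Samples A, C, D and F. For 4 of the entries (miR-151-3p, miR-660, miR-29a and miR-6528) the other arm or a neighbouring precursor within 10 kb was measured. Their 8 partners, taken by entry with several entries each for miR-29b and miR-129, had a median of -0.34 in Sample E. Those of miR-151-3p (-0.76) and miR-660 (-0.25 and -0.10) argue against less of the primary transcript for these miRNAs. Beside miR-29a lies a precursor of miR-29b. The reads of the 2 miR-29b entries (-0.68 and -0.34) cannot be assigned to a locus, so they do not decide. Whether the reads of the miR-129 entries beside miR-6528 (-0.10 to 0.24) came from its locus was not tested. For the other 10 entries no partner outside the set was measured. They hold both arms of miR-423, which were low together (-4.71 for the 5p and -3.87 for the 3p arm), as less of that transcript would give. Less transcript stays open for these 10 and for miR-29a and miR-6528. The ligation, trimming or counting of single sequences stays open too, as no value here tests it.
The 8 entries high in Sample B, a not-cleaved sample, had a median of 4.32 there. The fate of the oocyte was argued against, because Samples A and C differed from Samples D and F by a median of only -0.12. Low depth was argued against too, since Sample F, at about the depth of Sample E, was at -0.57 while Sample E was at 3.19 (medians with Sample B left out). Fragments of other non-coding RNAs remain open. Of the 8 entries, those of miR-2887 and miR-2904 are on the list of such entries fixed beforehand. Also on it, miR-1246 (2.81) and miR-1291 (2.16) were high in Sample B, while miR-2478 (-0.56) and miR-1839 (-0.19) were not. All of these are in the heat map, and only 3 entries of the list lie outside it, too few to test. Outside it, miR-1248 was 3.43 and 3.25 log2 units high in Sample B at its 2 entries and miR-664b 0.55.
Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. Past an adjusted p of 0.05 in edgeR were 0 miRNAs in the real split and at most 0 in the others (10 of 10 splits as large), and camera passed 3 lists in the real split and up to 5 in another (5 of 10 splits as large).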

How the results depend on the processing

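The alternatives without Samples B and E, the list tests with upper-quartile factors, miR-21-5p left out or merged entries, the unscaled components, and putative or excluded entries were chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers. Under every setting run, 0 miRNAs passed an adjusted p of 0.05 (unadjusted p under 0.05 for 4 to 17 entries with edgeR and for 7 with DESeq2). The miR-21-5p share stayed higher and the let-7 share lower in blastocyst samples under all settings run, but the differences changed in size. That of miR-21-5p was 9.31 points, 5.95 without Sample D and 12.8 without Sample E. That of let-7 was -6.01, -3.70 without Sample D and -8.43 without Sample E. It was -3.31 with miR-21-5p out of the denominator, on a larger base (49.6% and 46.3%). Without Sample E the exact p was 0.1 for both, the smallest possible. Depth limits entries near 10 counts. For the results below that turned or lost a call, the cause was not tested, except that leaving out a library leaves fewer samples.
The difference in the number of miRNAs above 10 counts ran from -19 (without Sample D) to 8.17 (without Sample A), and above 50 counts from -18.2 to 11.5 for the same libraries, and it was 2 with Samples B and E left out. The distance between minus within groups ran from -3.15 (without Sample B) to 1.12 (without Sample D). The share of Samples B and E in the principal components was 53.3% over all filtered miRNAs and up to 78.7% with a library left out (Sample C). Without Sample E, Sample B alone held 54.0%. Lists past the threshold numbered 3, ran from 1 (without Sample C, D or F) to 4 (without Sample B), and were 0 with upper-quartile factors and 0 with an estimated correlation.
Upper-quartile factors moved the median of all entries to 0.32 and turned the log2 fold changes of miR-155 (0.10), let-7g (0.12) and let-7i (0.16), which stayed below that median, and of miR-99a-5p (0.40). miR-99a-5p was also above 0 with DESeq2 (0.012), with miR-21-5p left out (0.012) and with more than 50 counts in every library (0.017). With Samples B and E left out, miR-424-3p was at -0.29, miR-342 at 0.36 and miR-2478 at -0.16. Leaving out a library, miR-99a-5p ran from -0.16 to 0.17, miR-424-5p from -0.37 to 0.66, miR-2284ab from -0.94 to 0.14, miR-214 from -0.56 to 0.61, miR-342 from -1.54 to 0.27 and miR-2478 from -0.14 to 0.56. Of the 24 entries followed in this way, 14 never turned.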

Differences from the paper's values

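The paper gives an average of 14 M reads per sample, of miRNA size, and the deposited counts have a mean of 5.05 M per library. The measures are not the same, and no alternative was run for this comparison.
The text of the paper names Samples C and E as those with a different profile. Here Samples B and E stood apart, as in the legend and picture of Fig. 4. The text has Samples A and B, and Samples F and D, grouped together, whereas here Sample A joined Sample F and Sample C joined Sample D, the pairs drawn in the tree of Fig. 3. The legend of Fig. 4 describes values centred and scaled. Scores of the deposited log2 values centred and not scaled, a setting chosen after the values were seen, lie near the points drawn, apart from the sign of the second component, with 77.5% of the summed squared scores in Samples B and E.
In Fig. 2, read by eye, Sample F has about 380 miRNAs in the blue bars and about 280 in the red bars, and Sample A about 340 and about 230. The counts gave 330 and 229 for Sample F and 373 and 272 for Sample A. For the blue bars the text of the paper gives more than 10 reads and the legend above 0 but under 50, and the values here use more than 10. The paper's 178 putative miRNAs stand beside 165 entries in the deposited table.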

Other observations

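The tests of the order of Fig. 2 in this part were chosen after the results were seen. Beyond the miRNAs the paper describes, the count table holds miRNAs listed here for other tissues. In the striated muscle list, with 3 entries tested, both entries of miR-1 passed when adjusted over the list alone (lowest 0.0262) and none passed over all entries in edgeR. Camera gave the list an adjusted p of 0.105 (0.413 with an estimated correlation), and with library totals alone 0.0470 (0.322 with an estimated correlation). Most of the miR-1 signal was in Sample D, at 23.4 and 22.4 TMM-scaled CPM for its 2 entries, against 1.83 to 6.79 in the other samples. Without Sample D the log2 fold changes of miR-1 were 1.27 and 1.14 and neither entry passed over the list alone (0.122). Neither passed without Sample A, B or C (0.0608 to 0.0780), where the log2 fold changes stayed at 2.10 to 2.47. The standard errors there were 0.87 to 0.93, against 0.73 and 0.72. They are computed from the fold and the test's own statistic and are no separate evidence. miR-499 of the same list had a log2 fold change of -0.32 (SE 0.27). miR-122, the hepatocyte miRNA, had one of 0.50 (SE 0.42), miR-126-3p of endothelium -0.44 (SE 0.66) and miR-143 of smooth muscle -0.01 (SE 0.35).
Among ovarian groups, all 6 entries of the cluster of miR-424 and miR-503 had higher point estimates in blastocyst samples (camera, adjusted p = 0.209, and 0.571 with an estimated correlation). Of these, 5 were higher without Sample B or C and with library totals alone, and 4 without Sample D, and their median relative to all entries fell from 0.27 to 0.07 without Sample B. miR-200a and miR-200b of the epithelial miR-200 family had lower point estimates (-0.44, SE 0.26, and -0.18, SE 0.23). The gonadotropin-responsive pair miR-132 and miR-212 had log2 fold changes of 0.18 (SE 0.27) and -0.11 (SE 0.23). Camera gave an adjusted p of 0.604 for the miR-17~92 clusters (9 higher, 5 lower), 0.992 for the granulosa and gonad list (6 higher, 9 lower), 0.496 for liver (2 higher, 2 lower), 0.384 for neural (5 higher, 2 lower), 0.604 for the family of miR-2284 and miR-2285 (9 higher, 10 lower), 0.668 for entries overlapping other non-coding RNAs (2 higher, 10 lower), 0.189 for the qRT-PCR references (2 higher, 8 lower) and 0.111 for the miRNAs of Table 3 (4 higher, 7 lower), chosen by the study on these samples. The reference list also holds miR-103, miR-93 and let-7a-3p, while the paper normalized to let-7a, miR-26a and miR-191. All entries of let-7a-5p, miR-26a and miR-191 had lower point estimates (-0.27 to -0.15), and the 2 higher ones were those of miR-103 (0.01 each). With upper-quartile factors, which move the median of all entries to 0.32, all 14 of the miR-17~92 clusters, all 15 of the granulosa and gonad list and all 10 entries of the reference list had higher point estimates, as did all 7 neural and all 4 liver entries. Relative to that median the clusters were at 0.07, neural at 0.19, liver at 0.11, the granulosa and gonad list at -0.02 and the references at -0.10. miR-200, miR-132 and miR-212 were not followed under that scaling here. The family of miR-2284 and miR-2285 turned with single libraries, to 6 higher and 14 lower without Sample D (adjusted p = 0.0534, and 0.927 with an estimated correlation) and 14 higher and 6 lower without Sample E (0.0591, and 0.408). With Samples B and E left out, chosen after the data were seen, it was 16 higher and 6 lower (0.0137, and 0.545). The entries overlapping other non-coding RNAs turned to 11 higher and 1 lower without Sample B (adjusted p = 0.00865, and 0.650 with an estimated correlation).
The 3 entries of miR-2404 were at 15.5 to 19.2 TMM-scaled CPM in Sample A and 18.7 to 23.0 in Sample D, from different groups, and at 0.552 to 4.81 in the other samples. The deposited list of the pools stands there 2 times with different numbers beside the letters, and only Sample A has the same number in both.
For Fig. 2, a candidate explanation is that the letters under the bars were set under bars in the order of the deposited columns. Of the 720 orders of the libraries, 4 were as close to the bars read by eye as the deposited column order (summed difference 75), so that the bars do not single it out. For the order of the letters A to F, 396 of 720 orders were as close (summed difference 251). This restates the mismatch of the bars that prompted the test and is no separate evidence against that order.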
